A study of Mus musculus with 2 samples. Its data were reported in "Macrophages maintain mammary stem cell activity and mammary homeostasis via TNF-α-PI3K-Cdk1/Cyclin B1 axis" (2023).

How the data were processed

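Mammary basal cells were sorted by flow cytometry from mice treated with clodronate liposomes (CL basal) and from control mice (Ctrl basal). Their total RNA was made into sequencing libraries and sequenced on an Illumina HiSeq instrument. The study names a company, Wuhan Seqhealth, as having done the sequencing. The labels gave 1 library per group, and each column of the count table carried the title of its sample. The values deposited by the authors were raw read counts per gene, not normalized, over annotated exons, in the column layout of the counting program featureCounts. The aligner, the annotation release, the use of strand and the filters were not stated. The coordinates were those of GRCm38: of 49492 genes in the table, 47191 were found by name at the same place in GENCODE release M21, and 91.0% of those had the same start and end. A spreadsheet had turned 26 gene names into dates, and these were used only in genome-wide counts. The table also held a deposited log2 ratio, which equalled the log2 of CL basal counts over Ctrl basal counts in all 20671 genes with a number, with no correction for depth. It was not used here.

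Features of the counting limit what the values can show. Low counts were even more often than odd (67.9% of the values from 1 to 20 in Ctrl basal and 68.7% in CL basal, against 49.7% and 49.9% of the values above 1000), so the mates of a read pair appear to have been counted separately and a count of 2 is often 1 fragment. Intervals and tests that treat counts as independent are then too narrow. Whether PCR copies were marked by molecular identifiers or removed is not known here, and any copies left in would narrow the intervals further. Overlapping genes shared reads: *Rn7s1* and *AC099934.2* had nearly the same counts. Since the use of strand was not stated, values of genes that overlap others, on either strand, are uncertain. Mitochondrial reads were partly assigned to nuclear copies. *Gm10925* on chromosome 1 had 187872 counts in CL basal and 220291 in Ctrl basal, against 220 and 235 for *mt-Atp6*, so no mitochondrial share is given.

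Counts were scaled by effective library sizes from the trimmed mean of M-values (TMM) in edgeR 4.0.16 (R 4.3.3), which gave factors of 0.9869 for CL basal and 1.0133 for Ctrl basal. Genes with at least 20 counts summed over both libraries were tested (17356 genes). Log2 fold changes of CL basal over Ctrl basal used a prior count of 2 scaled to library size. A two-sided exact binomial test per gene compared the reads of the 2 libraries, with Benjamini-Hochberg adjustment over all tested genes, and a gene was called at an adjusted p under 0.05 and a change of at least 2-fold. Intervals of 95% came from the exact (Clopper-Pearson) interval of the share of a gene's reads in CL basal, with scipy 1.17.1 in Python 3.11.15. No model with a spread between replicates (edgeR's quasi-likelihood test, DESeq2 or limma) can be fitted to 1 library per group, and no p-value is given for a list of genes.

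For each gene list, the median log2 fold change was placed among 10000 random lists of the same size, drawn with a fixed seed from the same 20 classes of mean expression. Lists for S phase, G2/M, basal and myoepithelial, luminal, macrophage, TNF and NF-kB response and PI3K-AKT component genes formed the comparisons, and 13 further lists described cell types and handling. These lists, the tests, the thresholds, the alternatives and the rule for named genes were fixed before the data were examined. Named genes were a list of 27 genes chosen from the study's text, which is a selection of the genes and proteins it names with *Tnfrsf1a*, the other TNF receptor, and the 8 genes with the largest change in each direction among called genes with at least 100 counts and a gene symbol. Another 8 lists were written after values had been seen and are used only in the closing observations. The symbols *Sgo1* and *Sgo2a* were found under older names through RefSeq synonyms.

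The test was tested on simulated counts drawn from the means of the real genes, with 200 genes changed by 2 on the log2 scale. With counting noise alone, 200 of the 200 changed genes and 1 unchanged gene were called among 17146 tested. With a simulated coefficient of variation between animals of 0.2, 488 unchanged genes were called among 17109, and with 0.4, 3894 among 16937, so a call by this test does not show a difference between conditions.

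The alternatives were scaling by total counts, by DESeq2 1.42.0 size factors or by the upper quartile; a prior count of 0.5 or 5; no filter on low counts or at least 100 counts; the deeper library thinned to the depth of the other; protein-coding genes alone; edgeR's exact test with an assumed coefficient of variation of 0.1, 0.2 or 0.4; a threshold of 1.5-fold; an adjusted p under 0.001; and removal of a smooth trend of the ratio on mean expression, or on gene length and GC content. Counts halved, with the same genes tested, was added after the even counts were seen. Gene ontology terms and published stem cell signatures were not analysed here.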

Results

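RNA of mammary basal cells was sequenced from mice that had received clodronate liposomes and from control mice. Clodronate liposomes are lipid vesicles that macrophages take up and that kill them, so the treatment removes macrophages from tissues. Basal cells are the outer, contractile layer of the mammary epithelium, in which mammary stem cells reside. The data held 1 library per group, Ctrl basal and CL basal, both from wild-type mice and both labelled day 7. The Ctrl basal library held 37846008 counts over annotated exons and the CL basal library held 38962512, so the depths differed by a ratio of 1.03. At least 1 count was found for 23009 genes in Ctrl basal and for 22606 genes in CL basal. The limit that a count of 0 allows (3 counts) corresponds to 0.0793 CPM (counts scaled to library size) in Ctrl basal and to 0.077 in CL basal. There were no replicates, so no difference below has a replicate check. Intervals and limits cover counting error only, and tests on reads compare these 2 libraries, not the conditions.

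The first comparison asked how many genes differed between basal cells of CL treated and control mice, and in which direction. Of 17356 genes with at least 20 counts over both libraries, 727 were lower and 324 were higher in CL basal (two-sided exact binomial test on the reads, Benjamini-Hochberg adjusted p under 0.05, and a change of at least 2-fold). Lower genes made up 69.2% of the 1051 called genes (95% Wilson interval 66.3 to 71.9%, which treats genes as independent). Without the fold threshold, 3825 genes were lower and 3918 were higher at the same adjusted p. The counts depended on the spread assumed between animals, which these libraries cannot give. The labels do not say how many mice gave each library. With an assumed biological coefficient of variation (the relative spread between replicates) of 0.4, edgeR's exact test called 0 genes lower and 2 higher. Those 2 genes, named after their values were seen, were *Igkv1-88* (64 counts in CL basal and 0 in Ctrl basal) and *Gm11940* (61 and 0 counts). At an assumed coefficient of 0.2, 108 genes were lower and 42 were higher, and at 0.1, 495 were lower and 190 higher. The split between directions also moved with centring: after the trend of the ratio on mean expression was removed, 580 genes were lower and 416 were higher, a share of 58.2%.

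The called genes were mostly of low abundance. Among the 3849 genes with 20 to 99 counts over both libraries, 480 were lower and 259 were higher, and the standard deviation of the log2 fold change across genes was 0.92. Among the 1505 genes with at least 10000 counts, the standard deviation was 0.24, and 9 genes were lower and 0 higher. The median log2 fold change rose with abundance, from -0.12 in the lowest of these classes to 0.09 in the highest.

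**Figure D1:**
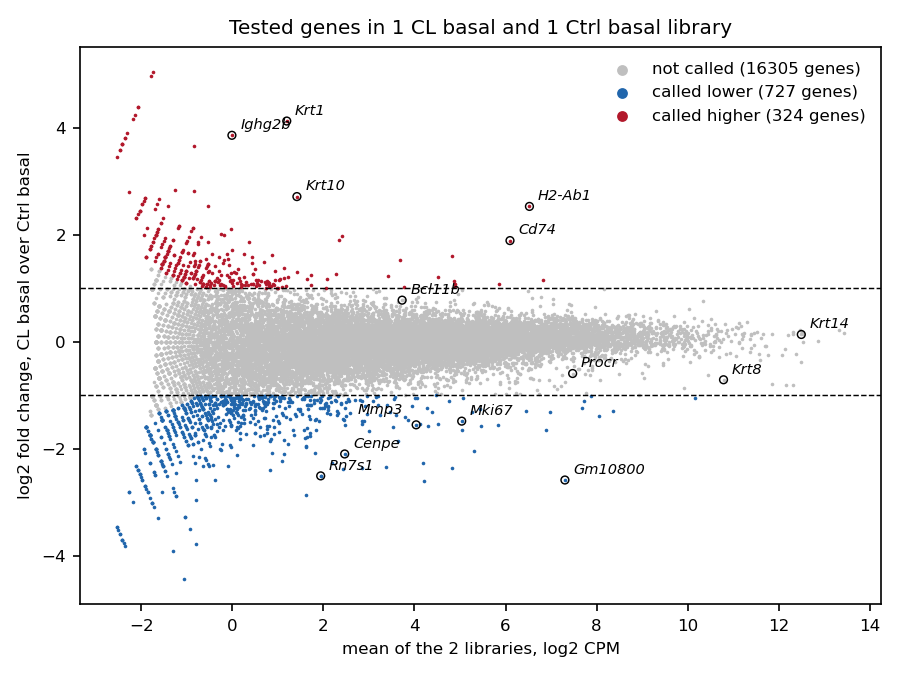
Log2 fold change of CL basal over Ctrl basal (vertical axis) against the mean of both libraries in log2 CPM (horizontal axis) for the 17356 tested genes, 1 point per gene, with genes called lower in blue, genes called higher in red and dashed lines at 2-fold. The 727 lower and 324 higher genes lie mostly at low abundance, where points scatter most widely.

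The next comparison concerned genes that the study names as markers of stem cell state and of cell division. *Procr* (chromosome 2, 155751117 to 155755471, GRCm38), which marks multipotent mammary stem cells, had 5568 counts in CL basal and 8360 in Ctrl basal. Its log2 fold change was -0.59 (95% exact binomial interval -0.64 to -0.54), which did not reach the 2-fold threshold. *Bcl11b* (chromosome 12, 107910403 to 108003602), a marker of quiescent stem cells, had 667 counts in CL basal and 386 in Ctrl basal, a log2 fold change of 0.78 (0.60 to 0.97) that also stayed under 2-fold. Under the alternatives tried, the value of *Procr* ran from -0.67 to -0.54 and that of *Bcl11b* from 0.74 to 0.81. Both genes were called at a threshold of 1.5-fold, *Procr* lower and *Bcl11b* higher. *Procr* passed this threshold only narrowly. Its values with DESeq2 size factors (-0.583), the upper quartile (-0.58) and without the trend on gene length and GC content (-0.54) fall short of 1.5-fold.

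Genes of mitosis were lower in CL basal. *Cenpe* (chromosome 3, 135212537 to 135273611), a kinetochore motor protein, fell from 437 to 101 counts, a log2 fold change of -2.10 (95% interval -2.44 to -1.80). *Mki67* (chromosome 7, 135689784 to 135716361) fell from 2103 to 754 counts, with a log2 fold change of -1.48 (-1.61 to -1.36). *Ndc80* (chromosome 17, 71496100 to 71526857) fell from 204 to 74 counts, with a log2 fold change of -1.44 (-1.87 to -1.08). *Cdk1* (chromosome 10, 69336635 to 69352938) had 28 counts in CL basal and 64 in Ctrl basal, and *Ccnb1* (chromosome 13, 100778650 to 100786570) had 23 and 68. At these low counts the intervals were wide, -1.89 to -0.54 around -1.14 for *Cdk1* and -2.32 to -0.87 around -1.49 for *Ccnb1*. *Sgo1* (listed as *Sgol1*) had 24 and 63 counts, a log2 fold change of -1.33. *Sgo2a* (listed as *Sgol2a*) had 54 and 114 counts, a log2 fold change of -1.05, and 2455 of its 7007 exonic bases overlap *Kctd18* on the other strand. These 7 genes were called lower, but *Sgo2a* lost its call once the trend on mean expression was removed (-0.95), and with an assumed coefficient of variation of 0.2 *Cenpe* was the only one of them still called. The study picked *Cdk1*, *Ccnb1*, *Cenpe*, *Ndc80*, *Sgo1* and *Sgo2a* partly on these libraries, so their fall here is not independent evidence.

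Of the other 18 genes chosen from the study's text, 2 were called, both lower. *Mmp3* (chromosome 9, 7445822 to 7455975), a matrix protease, had 367 counts in CL basal and 1076 in Ctrl basal, a log2 fold change of -1.55 (95% interval -1.73 to -1.38). *Wnt4* (chromosome 4, 137277489 to 137299726) had 105 and 269 counts, a log2 fold change of -1.34 (-1.70 to -1.03). The luminal keratin *Krt8* fell by 0.71 on the log2 scale, with 53150 counts in CL basal and 86539 in Ctrl basal. The basal keratins changed less, *Krt14* by 0.14 and *Krt5* by -0.23. *Gata3* rose by 0.60 (1443 and 952 counts), but it shares 155 exonic bases with the opposite-strand gene *Gm13256*, which had 619 and 385 counts. *Tnf*, the cytokine that the study assigns to macrophages, had 180 counts in CL basal and 275 in Ctrl basal (-0.61, interval -0.89 to -0.34). For its receptors *Tnfrsf1a* (0.07, -0.01 to 0.14) and *Tnfrsf1b* (-0.16, -0.46 to 0.13), no difference was detectable at this depth. The remaining genes (*Itgb1*, *Cd24a*, *Ly6a*, *Ccl2*, *Ccl7*, *Rspo1*, *Wnt5a*, *Tnfsf11* and *Dll1*) had log2 fold changes from -0.41 (*Wnt5a*) to 0.30 (*Dll1*).

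**Figure D2:**
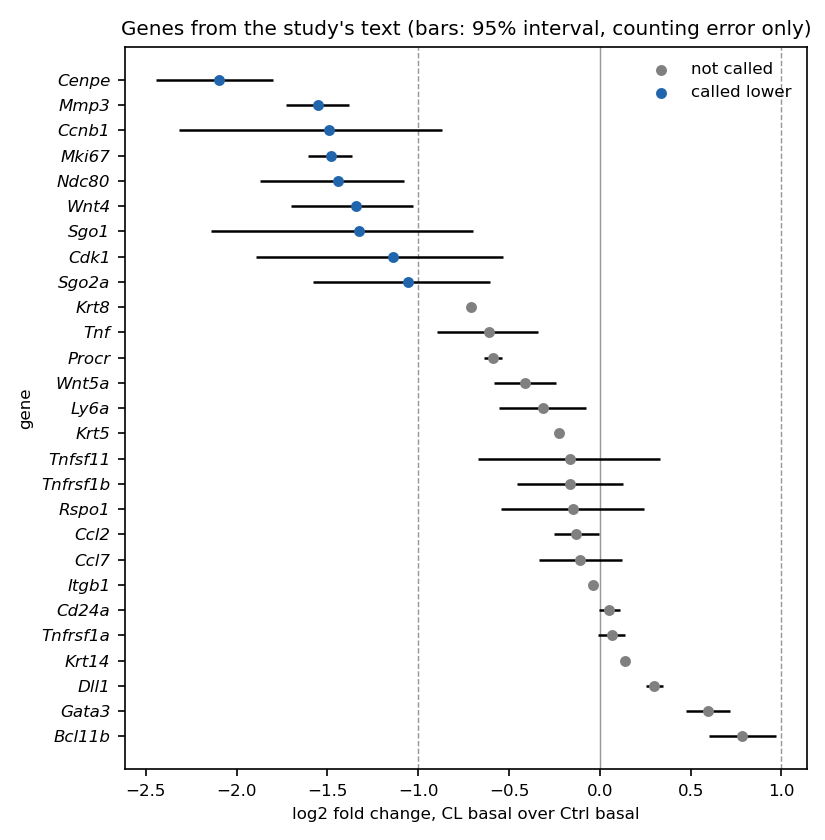
Log2 fold change of CL basal over Ctrl basal (horizontal axis) for the 27 genes chosen from the study's text (vertical axis), with points for the value, bars for the 95% exact binomial interval of the reads and dashed lines at 2-fold. The 9 blue genes were called lower, from *Cenpe* at -2.10 to *Sgo2a* at -1.05, and *Bcl11b* had the highest value, 0.78.

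Gene lists were then compared with 10000 random lists of genes of like expression. Division of basal cells was addressed by a list for S phase and a list for G2/M. The 42 tested S phase genes had a median log2 fold change of 0.03, at percentile 82.3 of the random lists. The 50 tested G2/M genes had a median of -0.72, and 0 of the 10000 random lists had a median as low. The filter on low counts moved this value most, to -0.54 among genes with at least 100 counts. Of the 50 genes, 38 were lower and 18 of them were called. The summed counts of the list were nearly level, with 72433 in CL basal and 73844 in Ctrl basal. The fall is therefore one of most genes of the list and not of its total. Without the 4 G2/M genes that are also among these 27, the median was also -0.54, again below all 10000 random lists.

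Cell identity was addressed by lists for basal and myoepithelial, luminal and macrophage genes. The basal and myoepithelial list did not differ (median -0.01 over 22 genes, percentile 6.28). The luminal list was lower, with a median of -0.86 over 25 genes, of which 24 were lower, and 0 of the 10000 random lists were as low. The macrophage list, which could show residual macrophage RNA in the sorted cells, had a median of -0.06 over the 16 genes with enough counts, at percentile 45.3. Its 24 genes held 8601 counts in CL basal and 8463 in Ctrl basal. No fall of the list as a whole was therefore detectable between these libraries. The study's sort excluded CD45-positive cells, so this list does not measure the depletion of macrophages in the tissue. Single genes went both ways, with *Mrc1* lower (86 counts in CL basal and 168 in Ctrl basal) and *Mpeg1* higher (88 and 28), both picked out after their values were seen.

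Transcripts of the study's proposed signal and mediator were covered by lists of TNF and NF-kB response genes and of PI3K-AKT components. The TNF and NF-kB response list had a median of 0.07 over 30 genes, at percentile 69.4, and it turned to -0.01 after the trend on mean expression was removed. Without its 4 genes that are also among the 27 chosen from the study's text, the median was 0.14, at percentile 94.4. The PI3K-AKT component list had a median of 0.06 over 36 genes, at percentile 75.4. Neither lay outside the middle 95% of random lists. Transcript levels of pathway components do not measure PI3K activity, so the second list cannot test the proposed mediator. The study's own evidence for it included phosphorylation on immunoblots, a PI3K inhibitor and a PI3K activator. It also reported PI3K signaling among enriched gene ontology terms, partly from these libraries.

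Further lists described other cell types and sample handling. Lists below the middle 95% of random lists were fibroblast (median -0.42), endothelial (-0.30), adipocyte (-0.58), skeletal muscle (-0.97), milk protein (-0.82), hormone response (-0.55), histone (-0.66, 5 genes tested) and ribosomal protein (-0.04). Lists above it were immediate early (0.21) and interferon response (0.26). The lymphoid list did not differ (-0.003, percentile 69.3). The erythroid list held 14 counts in CL basal and 37 in Ctrl basal, with 1 gene tested, whose ratio lay within the range of random genes. The 4 Y-linked genes held 2 counts in CL basal and 0 in Ctrl basal.

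**Figure D3:**
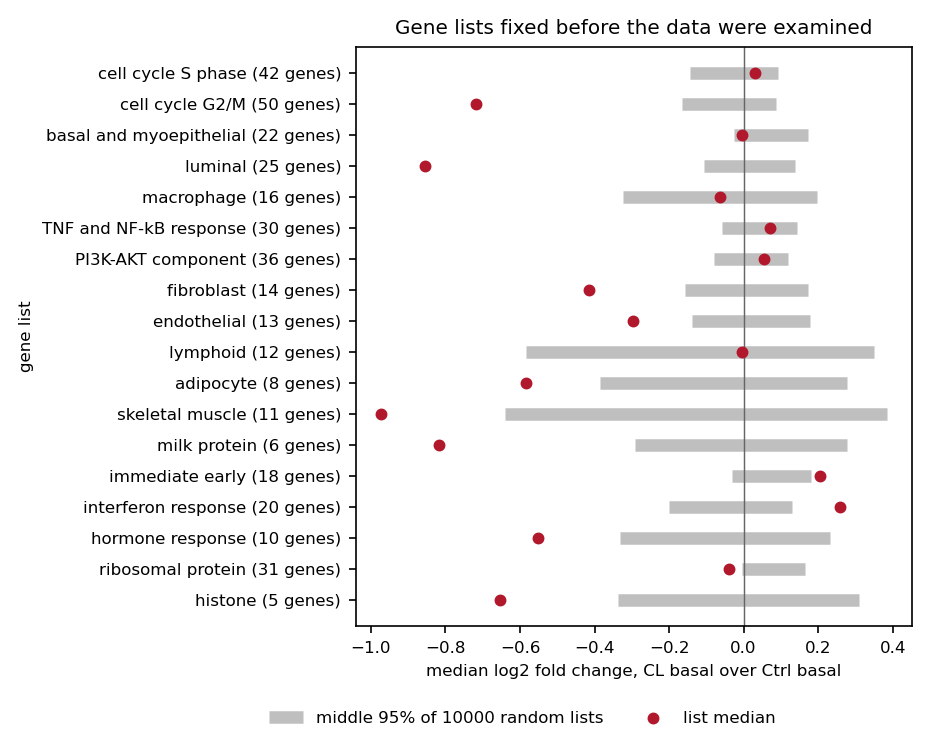
Median log2 fold change of CL basal over Ctrl basal (horizontal axis) for gene lists with at least 5 tested genes (vertical axis), as red points, with grey bars for the middle 95% of 10000 random lists matched on expression. The G2/M list at -0.72 and the luminal list at -0.86 lie left of their bars, and the S phase list at 0.03 lies within its bar.

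Among called genes with at least 100 counts, the 8 genes that fell most were *Gm11168*, *Gm21738*, *Gm10800*, *Rn7s1*, *Zfp750*, *Gm10722*, *Gm10717* and *Gm26870*. Their log2 fold changes ran from -2.87 (*Gm11168*, 42 counts in CL basal and 319 in Ctrl basal) to -2.36 (*Gm26870*, 477 and 2446 counts). *Gm10800* (chromosome 2, 98666547 to 98667301) had the most counts of the 8, 2481 in CL basal and 14825 in Ctrl basal, a log2 fold change of -2.58 (95% interval -2.65 to -2.52). *Gm11168*, *Gm10722*, *Gm10717* and *Gm26870* lie together on chromosome 9 between 3000282 and 3038313, and *Gm26870* shares exonic bases with *Gm11168*, so their counts are not separate measurements. *Rn7s1* (chromosome 12, 69159295 to 69159594, 60 and 349 counts) overlaps *AC099934.2*, which had 60 and 348 counts. *Zfp750* (chromosome 11, 121510978 to 121519333) had 28 and 155 counts, a log2 fold change of -2.39 (-3.11 to -1.89).

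The 8 genes that rose most were *Krt1*, *Ighg2b*, *Krt10*, *H2-Ab1*, *H2-Aa*, *Mir5107*, *Cd74* and *Calml3*. *Krt1* (chromosome 15, 101845428 to 101850786) had 367 counts in CL basal and 19 in Ctrl basal, a log2 fold change of 4.13 (95% interval 3.60 to 5.02). *Krt10* (chromosome 11, 99385254 to 99389364) had 262 and 38 counts (2.72, 2.29 to 3.31), and 146 of its 2114 exonic bases overlap the opposite-strand gene *Gm11940*. *Ighg2b*, an immunoglobulin constant region, had 144 and 8 counts (3.87). *H2-Ab1* (chromosome 17, 34263209 to 34269418), a chain of MHC class II, had 8525 and 1465 counts (2.54, 2.46 to 2.62). *H2-Aa* had 404 and 100 counts (1.99), and *Cd74* (chromosome 18, 60803848 to 60812646) had 5079 and 1360 counts (1.90, 1.81 to 1.99). *Mir5107* lies within *Cd74* and shares exonic bases with it, so its 374 and 98 counts are not a separate measurement. *Calml3* had 93 and 24 counts (1.87, 1.29 to 2.66). All 16 of these genes were still called at an assumed coefficient of variation of 0.2, and 0 of them at 0.4.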

Values the study reported

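The study reported that over 80% of the differentially expressed genes were lower in basal cells after CL treatment. Its legend gives the thresholds as FC above 1 and an adjusted p under 0.05. Neither the scale of FC nor the test is stated, so this share may rest on a threshold unlike the one used here. By flow cytometry, it gave mammary macrophages as 3.9 ± 0.8% in control mice and 0.4 ± 0.1% after CL. It gave the basal population as 16.4 ± 1.5% and 11.7 ± 1.4%, and the luminal population as 28.9 ± 1.3% and 54.5 ± 3.2%, in the same order. Stem cells labelled by Procr were given as 3.1 ± 0.1% in control and 1.4 ± 0.1% in CL treated mice. In single-cell data, the study found *Bcl11b* in 19 of 376 control basal cells and in 35 of 388 basal cells after CL.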

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

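The counts of called genes depended on the processing more than any other result. Under other scalings, prior counts, the thinned library and the removal of a trend on gene length and GC content, the counts stayed within 1.5 times of 727 lower and 324 higher and the share within its interval. Without a filter on low counts, 531 genes were higher and the share of lower genes was 65.3%. With at least 100 counts, fewer genes were tested, 247 were lower and 65 higher, a share of 79.2%. Among protein-coding genes alone, 204 were higher and the share was 73.2%.

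With an assumed coefficient of variation of 0.1, 495 genes were lower and 190 higher, and the share was 72.3%. With 0.2, 108 were lower and 42 higher (72.0%), and all 150 were among the genes called in the main analysis. With 0.4, 0 were lower and 2 higher (0.0%). The threshold of 1.5-fold gave 1483 lower and 712 higher genes, and an adjusted p under 0.001 gave 443 and 142 (75.7%). Removing the trend on mean expression lowered the share to 58.2%. With counts halved, an alternative chosen after seeing the data, 437 genes were lower and 145 higher (75.1%), since fewer reads stand behind each gene. Except at the coefficient of 0.4, lower genes outnumbered higher genes under each of these alternatives, which all keep a fold threshold. Without a fold threshold, higher genes were slightly more numerous (3918 against 3825).

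The list medians moved less. Of 84 values under alternatives, 79 kept their sign and their place inside or outside the middle 95% of random lists, including all 12 for the G2/M list (-0.77 to -0.54) and all 12 for the luminal list (-0.89 to -0.81). The other 5 were medians near 0 that changed sign and stayed within the random range. The S phase list was at -0.01 (-0.007) with scaling by total counts, and the basal and myoepithelial list was at 0.001 with DESeq2 size factors and 0.005 with the upper quartile. A scaling shifts all genes alike, and these lists kept nearly the same percentile (82.7, 6.28 and 6.28), so these signs carry no information. The basal and myoepithelial list was at 0.025 without the trend on gene length and GC content, and the TNF and NF-kB response list was at -0.005 without the trend on mean expression. For these 2 values the cause was not tested. The median of all tested genes was -0.01 with TMM and ran from -0.05 with total counts to 0.004 with the upper quartile.

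For the 43 named genes, 367 of 385 values stayed within the main 95% interval. The other 18 belonged to 8 genes with many counts and narrow intervals, and 1 value changed sign, *Cd24a* at -0.02 without the trend on mean expression. *Sgo1* and *Sgo2a* have no value without the trend on gene length and GC content or among protein-coding genes, since their older names were not matched to the annotation. No paired analysis was possible because each group had 1 library. Depth limits the genes with few counts: *Cdk1*, *Ccnb1* and *Sgo1* have under 100 counts over both libraries and drop out under the stricter filter.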

Other observations

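Most tests below were chosen after the results they bear on had been seen. The test of even counts against gene length is an exception. The G2/M medians and the share of lower genes with a trend removed are others, being among the alternatives fixed beforehand. The luminal, lymphoid and macrophage lists were also fixed beforehand, but their use to test an explanation was chosen later. With 1 library per group, a difference between animals, sorts or library preparations cannot be told from an effect of the treatment, and this stays open for each pattern.

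Among counts from 1 to 20, even values were in excess, with 1746 genes at a count of 2 in Ctrl basal against 824 at 1 and 379 at 3. If the mates of a read pair had been counted separately, the excess would grow with exon length, because both mates of a pair fall inside a long gene. With genes in 5 equal classes of exon length, 51.6% of such values were even in the shortest class (10 to 367 exonic bases, upper 95% Wilson limit 53.7%) and 78.3% in the longest class (lower limit 76.6%), a difference of 26.7 percentage points. This is consistent with mates counted separately, and no biological explanation was tested. With counts halved, the log2 fold changes hardly move but the interval of *Cdk1* widens to -2.22 to -0.25.

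Of the 8 called genes with at least 100 counts that fell most, all but *Zfp750* belong to the lists of satellite repeats or small RNAs written after they were seen. The 12 genes of a satellite repeat list had a median log2 fold change of -2.35, all 12 were called lower, and removing the trend on gene length and GC content left the median at -2.34. Of 5 small RNA genes, 4 had enough counts, with a median of -2.89, unchanged with the gene at the floor set to its bound. *Rpph1* had 2 counts in CL basal and 84 in Ctrl basal (95% interval of the log2 fold change -8.47 to -3.50). The 3 ribosomal RNA genes, which share a locus, had a median of -0.81. Genomic DNA in the Ctrl basal library was tested with 1739 olfactory and vomeronasal receptor genes. They held 552 counts in CL basal and 667 in Ctrl basal, an excess of 0.028 reads per kb, against 257.7 per kb over *Rpph1*, which argues against genomic DNA as the source of the small RNA difference. For satellites it cannot be told apart from a change of transcription: at that excess, 694818 kb of satellite sequence would be needed to give the 19430 extra reads, and the amount that the reads could come from is not known here. Fuller removal of RNA without a poly(A) tail from CL basal also stays open. The 1382 snRNA genes had a log2 ratio of -0.25 (95% interval -0.45 to -0.05), a smaller fall than that of the small RNA list. Other RNA classes went both ways. Genes annotated as snoRNA held 10377 counts in CL basal and 10899 in Ctrl basal, scaRNA 222 and 179, rRNA 86 and 91 and mitochondrial rRNA 7899 and 10086. Reads of host genes may fill the snRNA genes, so these values do not decide the question.

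Most MHC class II genes rose. In a list of 8 such genes, 7 had enough counts, the median was 1.90, 5 were called higher and 1 was lower (*H2-Ob*, 23 counts in CL basal and 25 in Ctrl basal), but the list was written after *H2-Ab1*, *H2-Aa* and *Cd74* had been seen. More antigen-presenting cells or other leukocytes in CL basal would raise their other transcripts too. An antigen-presenting cell list without these genes had a median of -0.23 (-0.231) over 14 genes (percentile 27.3), with 5 of its 16 genes also held by other lists. A leukocyte list had -0.05 over 13 genes (percentile 54.2), with 6 of 16 shared. Abundant leukocyte genes were level or near the floor, *Ptprc* with 521 counts in CL basal and 537 in Ctrl basal, *Laptm5* with 67 and 61, and *Tyrobp* with 2 and 6. *Mpeg1*, a macrophage gene, went the other way (88 and 28). Among B cell genes, *Cd79a* had 56 and 49 counts and *Ms4a1* 16 and 22, against 5079 and 1360 for *Cd74*. These values argue against more leukocytes as the source of the MHC class II reads. They do not exclude some cells of the B lineage, since immunoglobulin genes rose: V genes held 365 counts in CL basal and 124 in Ctrl basal, *Ighg2b* 144 and 8, *Ighm* 428 and 296 and *Igkc* 171 and 116, although *Ighd* fell (34 and 79). A candidate explanation is a response to interferon gamma. A list of 21 genes induced by it, outside the named genes, had a median of 0.57, and all 10000 random lists were lower. Of these genes 21 of 21 were higher, but 0 were called at the 2-fold threshold. The median was 0.588 after the trend on gene length and GC content was removed, so that bias does not account for it. This list too was written after values had been seen, and its count of called genes holds for this list only. Outside it, *Igtp* (1671 counts in CL basal and 783 in Ctrl basal) and *Gbp2* (6534 and 2899) were called higher. Both were picked out after their values were seen. In the interferon response list fixed beforehand, 3 of 20 genes were called higher and 0 lower, with 7 genes below 0. *Ciita*, which interferon gamma induces and which drives MHC class II genes, had 27 and 25 counts (0.10, 95% interval -0.73 to 0.95), so no rise of it was detectable. *Ifng* itself had 2 counts in CL basal and 4 in Ctrl basal, so a source in these cells was not detectable. Whether the treatment or a difference between animals raised these genes was not tested.

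*Krt1* and *Krt10*, keratins of the suprabasal epidermis, rose strongly. Of the basal keratins, *Krt15* rose from 7783 to 15478 counts (0.99) and *Krt14* by 0.14, whereas *Krt5* changed by -0.23. Skin cells carried into the CL basal sort would bring other suprabasal transcripts. A list of 13 of these had a median of -0.63 (-0.625) over the 8 tested genes. *Sbsn* had 615 counts in CL basal and 1196 in Ctrl basal, *Dmkn* had 102 and 236, *Krtdap* had 2 and 0 and *Lor* had 33 and 18. In Ctrl basal, *Sbsn* and *Dmkn* had more counts than *Krt1* (19) and *Krt10* (38), so their reads there may have had another source. A fall in that source could hide reads from skin cells, so the list cannot exclude them. *Lor* rose, as did *Calml3* (93 and 24), a gene of squamous epithelia outside that list. Squamous differentiation of some basal cells may be an alternative. It too would be likely to raise suprabasal transcripts, and for the same reason the fall of that list cannot exclude it. *Krt1*, *Krt10*, *Lor* and *Calml3* go with it, and it was not tested separately.

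The G2/M list fell while the S phase list did not. Bias by gene length and GC content left its median at -0.738, and the trend on mean expression left it at -0.676, both below all random lists, so neither accounts for the fall. From these libraries alone, fewer luminal cells in the CL basal sort cannot be told apart from less division of basal cells. The luminal list fell by a like amount (-0.856), and these libraries do not show which cells were dividing. By staining and flow cytometry, the study reported fewer Ki67-positive basal cells and more Ki67-positive luminal cells after CL. Of the 26 luminal genes, 10 are also held by other lists and 25 had enough counts in these basal libraries. Luminal genes with many counts fell, *Krt18* from 49639 to 27492 and *Aldh1a3* from 19601 to 8048, whereas *Gata3* rose.

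Fibroblast, endothelial, adipocyte and luminal lists were all lower in CL basal. A sort purer at every step, as the whole cause, would lower the transcripts of every other cell type. The study's sort excluded leukocytes by CD45, apart from the CD24 and CD29 gates. A stricter CD24 and CD29 gate alone need not lower leukocyte transcripts. The lymphoid list stayed at -0.003 (7 genes lower and 5 not) and the macrophage list at -0.06 (10 lower and 6 not). A fall as large as the luminal one (-0.86) would lie below their random ranges (-0.585 to 0.35 and -0.323 to 0.197), and neither showed it. A fall as large as the endothelial one (-0.30) would lie inside both ranges, so these lists cannot decide the question. A purer sort and a smaller share of luminal or stromal cells both remain open.

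Genes with few counts tended to be lower in CL basal. Over the 3849 genes with 20 to 99 counts, Ctrl basal held 0.807 more reads per kb than CL basal, against 0.028 over receptor genes, so genomic DNA could account for a small part at most. The cause is not known. The share of lower genes among called genes moved both ways with the handling of low counts. It was 69.2% as reported, 58.2% with the trend on mean expression removed and 79.2% among genes with at least 100 counts. Within the class of 20 to 99 counts it was 65.0%.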
